# Boron Stress Activates the General Amino Acid Control Mechanism and Inhibits Protein Synthesis

**DOI:** 10.1371/journal.pone.0027772

**Published:** 2011-11-17

**Authors:** Irem Uluisik, Alaattin Kaya, Dmitri E. Fomenko, Huseyin C. Karakaya, Bradley A. Carlson, Vadim N. Gladyshev, Ahmet Koc

## Abstract

Boron is an essential micronutrient for plants, and it is beneficial for animals. However, at high concentrations boron is toxic to cells although the mechanism of this toxicity is not known. Atr1 has recently been identified as a boron efflux pump whose expression is upregulated in response to boron treatment. Here, we found that the expression of *ATR1* is associated with expression of genes involved in amino acid biosynthesis. These mechanisms are strictly controlled by the transcription factor Gcn4 in response to boron treatment. Further analyses have shown that boron impaired protein synthesis by promoting phosphorylation of eIF2α in a Gcn2 kinase dependent manner. The uncharged tRNA binding domain (HisRS) of Gcn2 is necessary for the phosphorylation of eIF2α in the presence of boron. We postulate that boron exerts its toxic effect through activation of the general amino acid control system and inhibition of protein synthesis. Since the general amino acid control pathway is conserved among eukaryotes, this mechanism of boron toxicity may be of general importance.

## Introduction

Boron is required for plant growth and development, and adequate levels of boron are crucial for high crop yield [1], [2], [3]. It has been established that the primary role of boron is the cross linking of cell wall components, rhamnogalacturonan-II and pectin, in plants [4]. Boron also forms complexes with glycoproteins in membrane structures [5] and it has been hypothesized that it is required for stabilization of molecules with *cis*-diol groups [6]. Apart from these structural functions, boron can interact with transcription factors and plays roles in cell signaling [7] and quorum sensing [8], [9]. This element also has beneficial effects for animal growth and development. It stimulates embryogenesis in zebrafish and trout [10], [11] and reduces the risk for prostate and lung cancers in humans [12], [13].

*Saccharomyces cerevisiae* emerged as a useful model to identify and characterize boron tolerance genes [14], [15], [16], [17], [18], [19]. *S. cerevisiae* is boron tolerant and can tolerate boric acid levels of up to 80 mM [14], [15]. Recently, the *ATR1* gene has been found to be a major boron tolerance gene [14]. Overexpression of *ATR1* provides high resistance to boron and reduces the intracellular boron levels. Mutants lacking the *ATR1* gene have been found to be sensitive to boron and have higher intracellular boron levels. Boron treatment has been shown to induce the *ATR1* gene and many amino acid biosynthesis genes that are normally regulated by the Gcn4 transcription factor [14].

In the case of amino acid starvation, yeast induces amino acid biosynthesis genes which are known as general amino acid control (GAAC) [20], [21], [22]. The Gcn4 transcription factor is the master regulator of GAAC that governs the concerted induction of a large group of biosynthesis genes [20], [22]. Interestingly, the expression of *GCN4* itself is regulated primarily at the translational level by four short open reading frames in its 5′-leader region [22], [23]. Activation of GAAC also triggers phosphorylation of the eukaryotic initiation factor–2 alpha (eIF2α) through the Gcn2 kinase and inhibits general translation [21], [24]. Activation of the Gcn2 kinase involves direct binding of uncharged tRNAs to the histidyl-tRNA synthetase domain of Gcn2 [21], [24], [25]. In yeast, eIF2α phosphorylation also leads to preferential translation of *GCN4* mRNA, while inhibiting general translation [21], [24].

In this study, we demonstrate that boron is sensed via its disruption of amino acid metabolism and translation. We postulate that induction of GAAC in response to boron stress is toxic because of its inhibitory effects on translation. However, GAAC-dependent *ATR1* activation is required for resistance to boron stress.

## Results

### Transcriptional Regulation of *ATR1*: Roles of the Gcn4 Transcription Factor in Boron Stress Response

Recently, Atr1 has been identified as a membrane transporter with boron efflux function. Treating cells with boric acid causes a four-fold increase in *ATR1* mRNA levels [14]. However, the factors that regulate *ATR1* in response to boron stress are not known. Previously, transcription factors Yap1 and Gcn4 were suggested to play a role in the regulation of *ATR1* [26]. Yap1 is a well known transcription factor that controls oxidative stress response genes and is likely to play a role in the activation of *ATR1* [27]. Gcn4 is the major regulator of gene expression during amino acid starvation and also under conditions of nutrient limitation in yeast [21]. Knowing that boron stress also induces amino acid biosynthetic genes [14], we reasoned that the Gcn4 transcription factor should regulate *ATR1* in response to boron treatment. To determine whether Yap1 or Gcn4 is required for *ATR1* induction by boron, global gene expression patterns of Δ*yap1* and Δ*gcn4* mutants were analyzed after boron treatment using DNA microarrays. 

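The expression data come from 3 Agilent 2-colour oligonucleotide arrays, 1 for each strain. On every array RNA of untreated cells carried the green dye Cy3 and RNA of cells treated with 20 mM boric acid for 1 h carried the red dye Cy5. BY4741, the wild type, is a haploid laboratory strain, and both mutants are described as isogenic deletions of a single gene. The dyes were not exchanged on any array, so the effect of a dye on a probe could not be separated from the effect of the treatment. All arrays lay on 1 slide and were scanned together. Each of the 6256 genes had 1 probe, printed on 7 spots. The scanner software subtracted the background, replaced signals at background by a surrogate value and normalized the dyes by a linear and a lowess step, and the authors deposited its output, which gives the log10 ratio of red over green for each spot. From these values the ratio of boric acid over untreated was computed for each gene as the mean of the linear ratios of its spots, after spots with an outlier flag were left out, which removed 1.04% to 1.15% of the spots of an array. The SD printed beside a ratio is the SD over the spots of 1 array and covers technical error within that array only. With 1 array per strain no difference between strains has a replicate check, no test within a strain or between strains was possible, and the number of arrays limits the precision.
The median processed signal was 1781 in the untreated and 1766 in the boric acid channel of the wild type array, 1403 and 1389 on the array labelled Δgcn4, and 1644 and 1627 on the array labelled Δyap1. Of the 6256 genes, 5871, 5828 and 5832 were well above background in both channels of the respective arrays, which means in more than 50% of their spots, and no spot was saturated. Over these genes the median SD of the log2 ratio between spots was 0.030 on the wild type array, 0.032 on the array labelled Δgcn4 and 0.035 on the array labelled Δyap1.
The deleted genes were examined before any other gene. YAP1 was not well above background in either channel of the array labelled Δyap1, and its level there was at least 101-fold lower than on the wild type array in the untreated channel and at least 152-fold lower in the boric acid channel. These bounds set the wild type level against the lowest level among probes well above background, after loess normalization within arrays and Aquantile normalization between arrays, and they remain open to dye bias. The processed signal of GCN4 was 22676 ± 1177 (SD over 7 spots) in the untreated and 35448 ± 1124 in the boric acid channel of the wild type array. Its signal on the array labelled Δgcn4 was 316 ± 10.3 in the boric acid channel, 0.891% of the wild type signal, but 34399 ± 966 in the untreated channel. The untreated RNA on that array therefore held GCN4 mRNA, which goes against its label. The array is called the array labelled Δgcn4 throughout, and each ratio from it sets boric acid treated RNA with little GCN4 mRNA against untreated RNA with GCN4 mRNA.

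**Figure D1:**
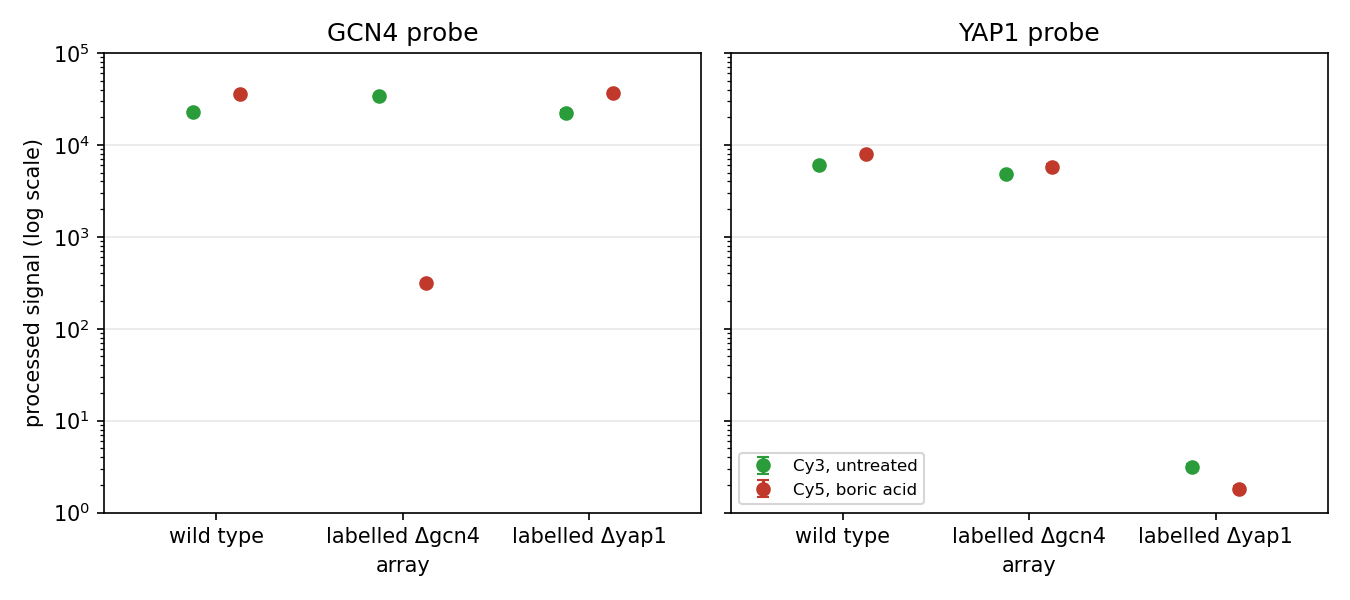
Processed signal of the GCN4 probe and of the YAP1 probe on each array, on a log axis. Green points are the untreated (Cy3) and red points the boric acid (Cy5) channel, each the mean over spots with its SD, which is mostly smaller than the point. GCN4 falls to 316 only in the boric acid channel of the array labelled Δgcn4, while YAP1 falls to 3.16 and 1.81, not well above background, in both channels of the array labelled Δyap1.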

The absence of *GCN4* prevented the activation of many transporters including *ATR1* **(** Fig. 1A **)** and amino acid biosynthesis genes (Fig. 1B), whereas the absence of *YAP1* had no effect on the expression of these genes. Thus, *ATR1* and the genes under the control of GAAC, such as amino acid biosynthesis genes and transporters, appear to be regulated by the transcription factor Gcn4 during boron stress. 

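ATR1 (YML116W) encodes a multidrug efflux pump of the plasma membrane and was measured by the probe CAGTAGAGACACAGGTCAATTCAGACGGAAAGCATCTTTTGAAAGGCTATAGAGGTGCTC, which was well above background in both channels of every array. The ratio of boric acid over untreated was 3.44 ± 0.0430 (SD over 7 spots) on the wild type array, 0.873 ± 0.0229 on the array labelled Δgcn4 and 3.49 ± 0.0900 on the array labelled Δyap1. The difference between the wild type array and the array labelled Δgcn4 was many times the SD over spots, and that between the wild type array and the array labelled Δyap1 was 0.022 on the log2 scale, less than the SD over spots of the array labelled Δyap1. On the log2 scale the ratios were 1.78, -0.20 and 1.80. Of the alternatives tried, normexp background correction with each array centred on its median moved ATR1 most, to 1.82, -0.10 and 1.87. The processed signal of ATR1 rose from 1635 to 5621 on the wild type array. It was 1544 in the untreated and 1349 in the boric acid channel of the array labelled Δgcn4, whose untreated channel held GCN4 mRNA. It rose from 686 to 2393 on the array labelled Δyap1, so that both levels lay below those of the wild type array while the ratio was alike.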

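To see which channel a lower ratio came from, the single channels of the arrays were compared on the common scale used above for the deleted genes. In the boric acid channel, the 44 amino acid biosynthesis genes of Fig. 1B had a median log2 level -1.68 relative to the wild type array on the array labelled Δgcn4, and 40 of them were lower. In the untreated channel their median was 0.38 relative to the wild type array, and 39 were higher. The 32 transporters of Fig. 1A had a median of -0.49 in the boric acid and 0.11 in the untreated channel. ATR1 itself was -1.72 ± 0.25 (SD over spots of both arrays combined) in the boric acid channel and 0.25 ± 0.24 in the untreated channel, on the same scale. The boric acid channel of the array labelled Δgcn4 stood 0.070 above the untreated channel of the wild type array for ATR1, a comparison that also mixes the dyes. The genes of Fig. 1B had medians of 0.0027 and -0.019 in the boric acid and untreated channels of the array labelled Δyap1, while the transporters of Fig. 1A had -0.19 and -0.12 there, somewhat below wild type in both. The boric acid channel of the array labelled Δgcn4 was the one in which GCN4 mRNA was nearly missing, and its untreated channel carried GCN4 mRNA against its label. From the induction of these genes in wild type and Δyap1 cells and its absence in Δgcn4 cells, the paper proposes that Gcn4 regulates ATR1 and the amino acid biosynthesis genes and transporters during boron stress.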

Gcn4 requirement for *ATR1* expression was also confirmed by a real time-PCR approach, in which *ATR1* mRNA levels were almost similar in control and mutant untreated cells, but upon boron treatment Δ*gcn4* mutants failed to induce *ATR1* transcription. However, deletion of *YAP1* partially prevented *ATR1* upregulation in response to boron (Fig. 1C).

**Figure 1:**
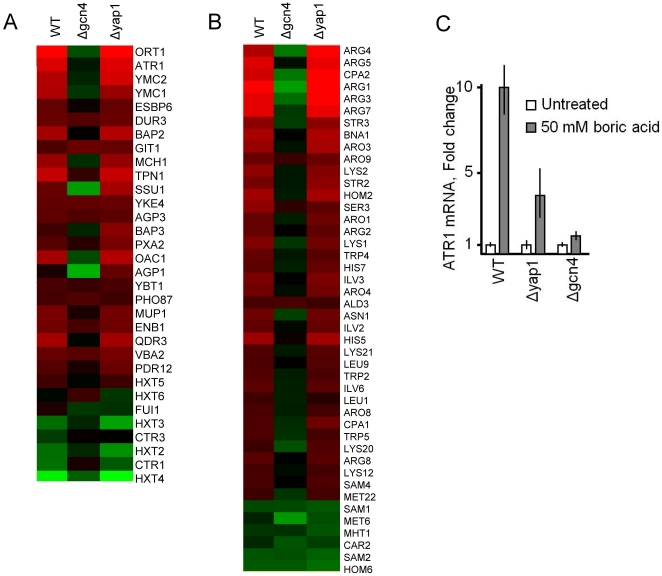
Gene expression analyses. To carry out microarray analyses, logarithmically growing wild type, *Δgcn4* and *Δyap1* mutant cells were split into two samples; one was treated with 20 mM boric acid for one hour while the other remained untreated. (A) Transporter genes that were upregulated or downregulated in response to boric acid treatment. (B) Amino acid biosynthesis genes that were upregulated and downregulated in response to boric acid treatment. Yeast *Saccharomyces cerevisiae* proteins annotation information from the yeast genome database (http://www.yeastgenome.org/ ) was used to identify transporters and other proteins. (C) Real time PCR analyses of *ATR1* in wild type, *Δgcn4* and *Δyap1* cells in response to boron. Cells were treated or not with 50 mM boric acid for one hour and *ATR1* expression was analyzed. Actin was used as the internal control. Bars represent the mean and SEM of triplicate assays.

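Fig. 1A names 32 transporter genes, all of which were well above background in both channels of every array. On the wild type array 9 of them had a ratio of at least 2 and 1 a ratio of at most 0.5, and the rest lay between. The largest ratio was that of ORT1, 4.30 ± 0.0629 (SD over 6 spots), and the smallest that of HXT4, 0.260 ± 0.00398 (SD over 7 spots). The 9 genes at or above 2-fold were ORT1, ATR1, TPN1, YMC2, YMC1, BAP2, OAC1, QDR3 and MCH1. All 9 were below 2-fold on the array labelled Δgcn4, and their ratio there was at the median 0.297 times that on the wild type array. ORT1 had a ratio of 0.638 and TPN1 of 1.34 on that array, and AGP1 had the smallest among the 32 transporters, 0.368 against 1.17 in wild type. All 9 genes stayed at or above 2-fold on the array labelled Δyap1, with a median of 1.02 times the wild type ratio. The median log2 ratio of the whole panel was 0.78 in wild type, 0.052 on the array labelled Δgcn4 and 0.85 on the array labelled Δyap1. The untreated channel of the array labelled Δgcn4 held GCN4 mRNA, so a ratio below 1 on that array does not compare treated with untreated Δgcn4 cells.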

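Fig. 1B names 44 genes of amino acid biosynthesis, again all well above background in both channels of every array. On the wild type array 37 of them had a ratio of at least 2 and 3 a ratio of at most 0.5. ARG1, which encodes argininosuccinate synthase, had the largest ratio, 34.7 ± 1.49 (SD over spots), and HOM6 the smallest, 0.358 ± 0.00464. Of the 37 induced genes, 36 were below 2-fold on the array labelled Δgcn4 and 6 were at or below 0.5. ARG1 had a ratio of 0.163 ± 0.00447 there, ARG3 had 0.295 against 13.8 in wild type and HIS5 had 1.16 against 5.91. The 1 gene that stayed at or above 2-fold was ALD3, with 2.30 against 2.24 in wild type. On the array labelled Δyap1, 35 of the 37 stayed at or above 2-fold, and ALD3 and LEU1, at 1.98 and 1.58, did not. The median log2 ratio of the panel was 1.63 in wild type, -0.50 on the array labelled Δgcn4 and 1.59 on the array labelled Δyap1. Of the alternatives tried, normexp with median centring moved the median on the array labelled Δgcn4 most, to -0.55. A negative ratio on that array sets treated RNA with little GCN4 mRNA against untreated RNA that held it.
The genes of the figure were chosen from these arrays, so a list was also taken from the annotation carried by the files, as every gene whose biological process names the biosynthesis of an amino acid. Its 52 genes had a median log2 ratio of 1.02 in wild type, -0.36 on the array labelled Δgcn4 and 1.07 on the array labelled Δyap1. Its percentile among 10000 random lists of the same size matched on mean signal was 100 in wild type, 0 on the array labelled Δgcn4 and 100 on the array labelled Δyap1, and the middle 95% of the random medians in wild type lay between -0.17 and 0.094. These percentiles describe single arrays.

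**Figure D2:**
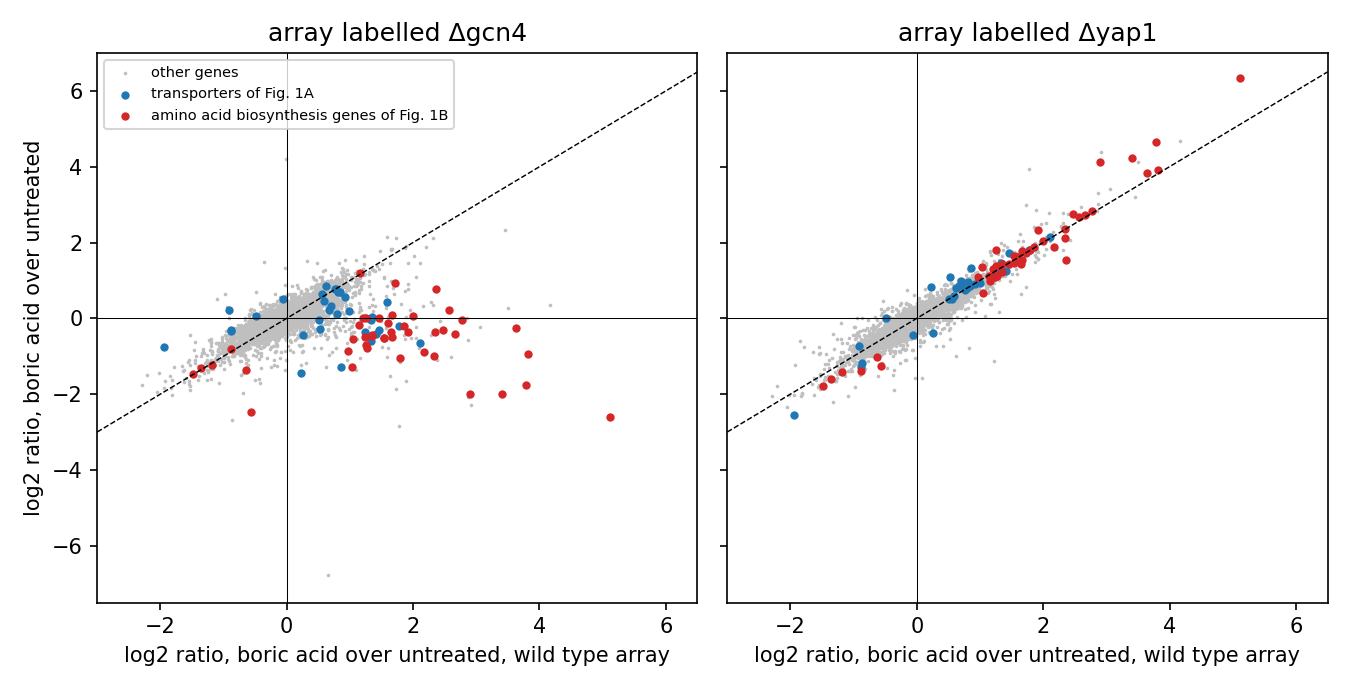
Log2 ratio of boric acid over untreated on the array labelled Δgcn4 (left) and the array labelled Δyap1 (right) against the wild type array, for the 5797 genes well above background in every channel; the dashed line marks equal ratios. Genes of Fig. 1A are blue and genes of Fig. 1B red. Most red points lie far below the line on the left, at a median of -0.50 against 1.63 in wild type, and near the line on the right.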

Further processing of the data obtained by microarray analyses showed that boron treatment caused upregulation (≥2-fold) of 280 genes, and down regulation of 118 genes in wild type cells (Table S1, Table S2). However, many of the boron induced genes in wild type cells were not activated in *Δgcn4* mutants (Table S3, Figure 1A and 1B). Thus Gcn4 transcription factor has a central role in mediating boron stress response in yeast cells.

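On the wild type array 279 of 6256 genes had a mean ratio of at least 2 and 119 a mean ratio of at most 0.5 when spots with an outlier flag were left out. With every spot kept the numbers were 280 and 118. These are counts of genes past a threshold on 1 array, with no test behind them. Of the 279 genes with a higher level after boric acid, 217 were well above background in both channels and 62 were not in the untreated channel, so that their ratio gives a direction at most, and 11 of these were not in either channel, so that it gives none. Of the 119 genes with a lower level, 113 were well above background in both. The count depended on the background correction, and normexp with an offset of 50 followed by loess gave 183 and 68. On the array labelled Δgcn4, whose untreated channel held GCN4 mRNA, the numbers were 150 and 133, and on the array labelled Δyap1 265 and 139.
Among genes well above background in both channels of the wild type array, the 5 largest ratios were those of SNO1, 39.5 ± 6.60 (SD over 6 spots, 4 of them well above background in the untreated channel), ARG1, given with Fig. 1B, YGL024W, 17.9 ± 1.54, ARG7, 14.1 ± 0.250, and ARG3, also given there. The 5 smallest were those of YBL044W, 0.195 ± 0.0346, GRE2, 0.205 ± 0.00412, CHA1, 0.217 ± 0.00512, APA1, 0.242 ± 0.00358, and URA1, 0.247 ± 0.00320. With normexp and loess the log2 ratio of SNO1 was 3.18 in place of 5.30 and that of YBL044W -0.78 in place of -2.36, both from untreated signals under 100.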

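Of the 279 genes at or above 2-fold on the wild type array, 180 (64.5%) were below 2-fold on the array labelled Δgcn4, 86 had a ratio of at most 1 there and 18 a ratio of at most 0.5. The other 99 were at or above 2-fold on both arrays. On the array labelled Δyap1, 55 of the 279 genes (19.7%) were below 2-fold, and 147 of the 180 genes below 2-fold on the array labelled Δgcn4 were at or above 2-fold on it. The median ratio of the 279 genes was 2.76 in wild type, 1.57 on the array labelled Δgcn4 and 2.62 on the array labelled Δyap1. The genes were chosen for a high ratio on the wild type array, so part of any lower value on another array follows from that choice, and the array labelled Δyap1 gives a measure of it. When only genes well above background in both channels of both arrays were counted, 158 of 206 were below 2-fold on the array labelled Δgcn4 and 39 of 206 on the array labelled Δyap1.
The largest falls of the log2 ratio from the wild type array to the array labelled Δgcn4, among genes well above background in both channels of both, include those of ARG1 (-7.73), GCN4 itself (-7.41), ARG3 (-5.55) and ARO5 (-5.20). The 5 largest rises were those of MRX10 (YDR282C, 4.23), YBL044W (2.10), HSP30 (1.85), FRE1 (1.62) and FRE7 (1.61). MRX10 had a low untreated signal on the array labelled Δgcn4, and YBL044W a low signal in every channel. The untreated channel of that array held GCN4 mRNA against its label, and these differences include whatever set that RNA apart from untreated Δgcn4 RNA.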

Additionally, the microarray results showed that transcription of *GCN4* was 1.5-fold increased (p-value 2.8xE-3) in wild type cells treated with 20 mM boric acid for one hour, but none of the activators (*GCN1, GCN2, GCN3, GCN20*) of *GCN4* was upregulated (Table S1). 

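GCN4 (YEL009C), measured by the probe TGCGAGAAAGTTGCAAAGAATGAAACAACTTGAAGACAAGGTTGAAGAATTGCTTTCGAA, had a ratio of 1.56 ± 0.0470 (SD over 7 spots) on the wild type array and 1.66 ± 0.0713 on the array labelled Δyap1. On the log2 scale these are 0.65 and 0.74, and normexp with loess, the alternative that moved the wild type value most, gave 0.74. The scanner software gives each spot a p-value for a log ratio of 0 from its own error model, in which no biological replicate enters. Over the 7 GCN4 spots of the wild type array it lay between 0.00104 and 0.00588, with a mean of 0.00277 and a median of 0.00211. The activators had ratios on the wild type array of 0.989 ± 0.0160 for GCN1, 0.816 ± 0.0230 for GCN2, 1.14 ± 0.0151 for GCN3 and 0.827 ± 0.00985 for GCN20, and the mean scanner p over their spots was 0.908, 0.159, 0.346 and 0.183. The log2 ratio of GCN1, -0.017, changed sign under both alternatives that used loess in limma. The array labelled Δyap1 gave ratios of 0.989 for GCN1, 0.787 for GCN2, 1.10 for GCN3 and 0.955 for GCN20. Actin (ACT1), the reference gene of the PCR assays, had a ratio of 0.838 ± 0.0227 on the wild type array, 0.826 on the array labelled Δgcn4 and 0.836 on the array labelled Δyap1.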

The induction of internal *GCN4* expression in response to boric acid treatment was further analyzed by real time PCR (Fig. 2A). This assay confirmed that *GCN4* transcription is upregulated by boron and revealed that higher concentration of boron treatment (50 mM) causes a higher level of induction (5-fold). Since *GCN4* is mainly controlled at the translational level [21], we also tested whether boron stress increases the amount of Gcn4 protein in cells. As seen in Fig. 2B **,** boron treatment leads to almost two-fold induction of a chromosomal GCN4-dependent LacZ reporter gene activity in wild type cells. Increased protein level of *GCN4* was also shown by a western blotting approach using native *GCN4* gene tagged by MYC epitope (Fig. 2C).

**Figure 2:**
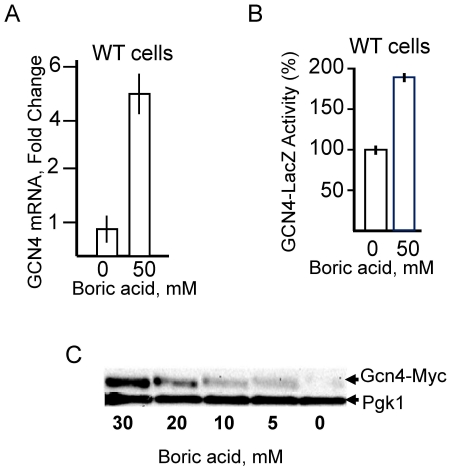
Induction of *GCN4* mRNA and protein expression by boric acid treatment. (A) Real time PCR analysis of *GCN4* mRNA in wild type cells treated with 50 mM boric acid for one hour. Actin was used as the internal control. (B) Wild type cells were transformed with the p180 plasmid which had the GCN4-lacZ reporter gene with all four uORFs of *GCN4*. Transformants were grown to logarithmic phase in YNB-URA medium. The cultures were split into two; one half was treated with 50 mM boric acid for one hour, and the other half remained untreated. β-galactosidase activities were measured as explained in Materials and Methods. (C) Effect of boric acid treatment on Gcn4 protein levels determined by western blotting. Chromosomally tagged GCN4-MYC cells were grown to logarithmic phase, treated with indicated amounts of boric acid and harvested (900 µl, 0.5 OD_600_). Primary (anti-c-myc) and secondary antibodies (anti-rabbit IgG) were used in a dilution of 1:3000 and 1:10000 respectively. The blot was stripped and reprobed yeast phosphoglycerate kinase monoclonal antibody as an internal control (1:1500 dilutions) and its 1:10000 diluted secondary antibody was goat anti mouse IgG conjugated with horseradish peroxidase.

To determine whether deletion of *GCN4* or *YAP1* renders cells boron sensitive, both mutants were inoculated to boron containing media and cell growth was followed. As seen in Fig. 3A, deletion of both of these genes sensitized cells to boron, suggesting that both Yap1 and Gcn4 might play roles in boron stress response.

**Figure 3:**
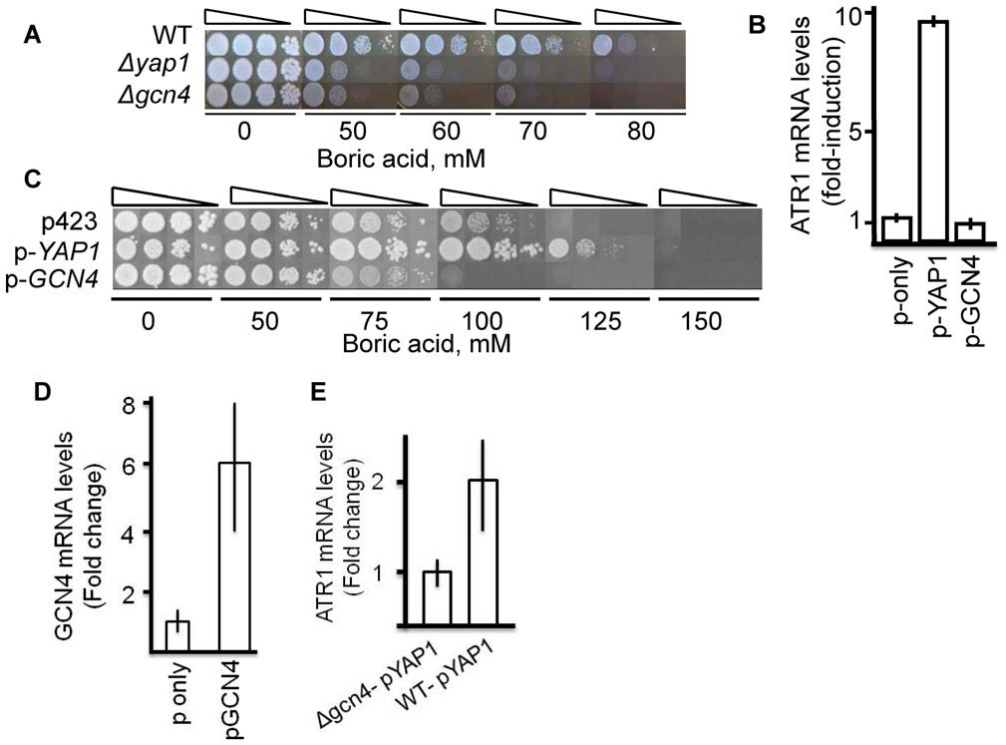
Effects of *GCN4* and *YAP1* overexpression on *ATR1* mRNA levels and boron tolerance. (A) Overnight cultures of wild type and isogenic *Δyap1*, *Δgcn4* yeast cells were first diluted to an OD_600_ of 0.2, 0.02, 0.002 and 0.0002, then 5 µl of each cell suspension were spotted onto YPD plates which contained different amounts of boric acid, as indicated. The cells were grown for 3 days at 30°C and photographed. (B) *ATR1* mRNA expression levels of wild type cells containing empty pAG423GPD vector, pAG423GPD-YAP1 and pAG423GPD-GCN4 vectors, respectively. Actin was used as an internal control. These experiments were performed three times. (C) Boric acid tolerance level of the same cells. The transformants were grown to logarithmic phase in YNB-HIS media, serially diluted to OD_600_ of 0.2, 0.02, 0.002, and 0.0002 and 5 µl of cell suspension were spotted onto plates containing the indicated amounts of boric acid. The plates were incubated at 30°C for 5 days and photographed. (D) *GCN4* mRNA expression levels in wild type cells overexpressing pAG423GPD and pAG423GPD-GCN4 vectors. (E) *ATR1* mRNA levels in wild type and *Δgcn4* mutant cells containing pAG423-YAP1 vector. Actin was used as an internal control.

It was previously shown that Gcn4 overexpression has toxic effects on yeast cell growth [28], [29]. We next overexpressed *GCN4* in wild type cells from a high copy plasmid, to test whether or not its expression activates transcription of *ATR1,* and in this manner provides boron resistance or not. As seen in Fig. 3B, *GCN4* overexpression in wild type cells neither increased the transcript level of *ATR1* nor led to boron resistance (Fig. 3C), although the overall *GCN4* level was notably elevated in wild type cells overexpressing *GCN4* (Fig. 3D).

Even though deletion of *YAP1* did not inhibit *ATR1* expression in response to boron stress, overexpression of *YAP1* from a plasmid stimulated the expression of *ATR1* and provided increased boron resistance (Fig. 3B and 3C). Overexpression of *GCN4* in Δ*gcn4* mutants showed effects similar to those in wild type cells (Fig. S1).

It was previously shown that Yap1 and Gcn4 bind to the same region of the *ATR1* promoter and regulate transcription in response to DNA-damaging agent 4-NQO [26]. To test whether Gcn4 is required for Yap1-dependent expression of *ATR1,* we overexpressed *YAP1* in Δ*gcn4* cells and observed a reduction in the level of *ATR1* transcript compared to that in wild type cells, suggesting that Yap1 requires Gcn4 to induce *ATR1* (Fig. 3E).

Overall, our gene expression analyses suggested that Gcn4 is required for *ATR1* induction and that it serves as a physiologically relevant transcription factor in the response to boron treatment. However, Yap1 could also induce *ATR1* and offer boron resistance when expressed ectopically.

### Boron Inhibits Protein Synthesis

The activation of GAAC in response to boron stress prompted us to investigate the status of translation because Gcn2 kinase has a role in inhibiting protein synthesis upon activation [21]. Wild type cells were treated with 20 mM boric acid and labeled with radioactively labeled methionine for one hour. As shown in Fig. 4, boron-treated cells contained approximately 30% less ^35^S-labeled proteins than untreated cells (Fig. 4A, left panel) suggesting that boron inhibits protein synthesis. Translational status of boron-treated cells was further analyzed by the distribution of polysomes. Polysomes are clusters of ribosomes bound to an mRNA molecule that actively translates the message. They can be fractionated and quantified using sucrose density gradients. Cells that are grown in the absence of boron stress exhibit normal polysome profiles including peaks of 40S and 60S ribosomal subunits, 80S monosomes, and polysomes. After treatment with boric acid for one hour, we observed a dramatic shift from polysomal to monosomal states, suggesting that translation initiation collapses in the presence of boron (Fig. 4B). Inhibition of translation in response to certain stress conditions has been reported previously. For example, a recent study has shown that drugs generating oxidative stress as well as heavy metals stall initiation of translation in yeast [30].

**Figure 4:**
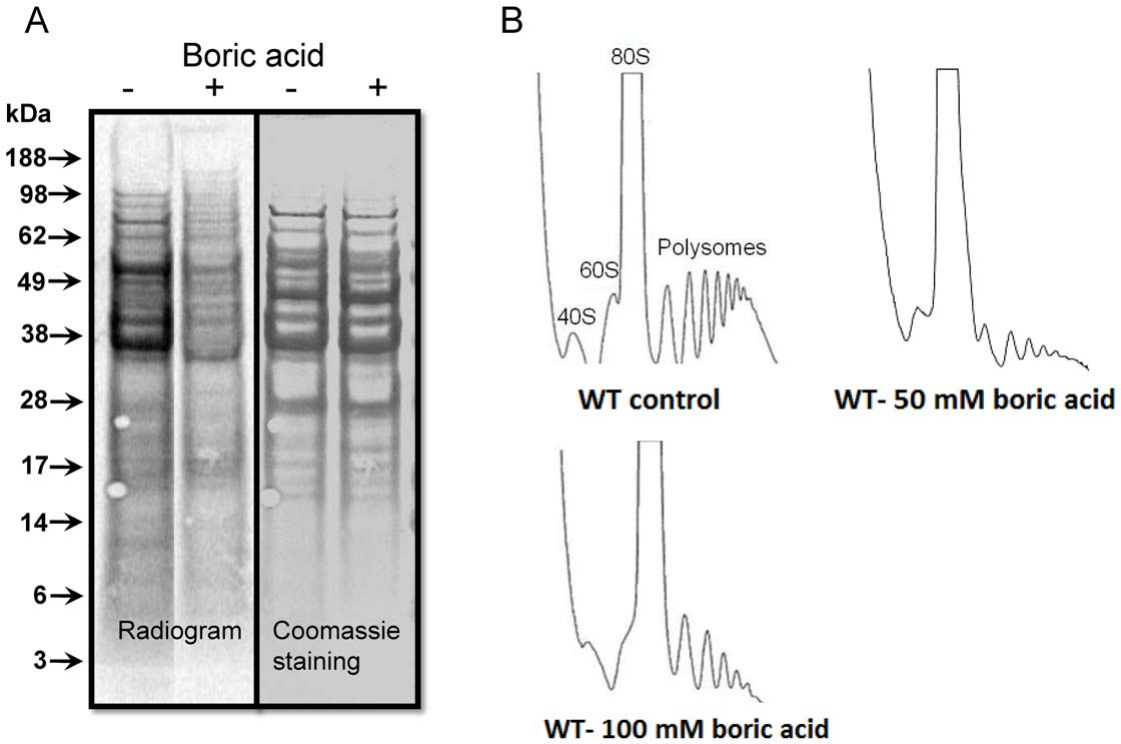
Protein synthesis is inhibited by boron. (A) Radiogram (left panel) showing incorporation of radioactive methionine into newly synthesized proteins. Coomassie staining of the same gel is shown in the right panel as a loading control. (B) Boron treatment decreases the abundance of polysomes. Wild type cells were grown to logarithmic phase and then treated with 50 and 100 mM of boric acid or left untreated. The cell lysates were analyzed by sucrose density gradient centrifugation. The absorbance profiles at 254 nm show 40S, 60S, 80S and polysome fractions, as indicated.

### Boron Stress Induces Gcn2-dependent Phosphorylation of eIF2α

The protein kinase Gcn2 can be activated by a variety of conditions and it is the only known kinase in yeast that can phosphorylate eIF2α, which is responsible for carrying methionyl initiator tRNA (Met-tRNAi^Met^) to the 40S ribosomal subunit during the initiation stage of translation. Phosphorylation of eIF2α at serine 51 prevents GTP exchange by eIF2B and precludes the formation of a ternary complex for translation initiation, thus blocking protein synthesis. To determine whether the inhibition of protein synthesis in response to boron stress is dependent on the phosphorylation of eIF2α by Gcn2 kinase, wild type and Δ*gcn2* cells were treated with boron and the samples were subjected to western blotting analyses using an antibody which specifically recognizes the phosphorylated form of Ser51 in eIF2α. As seen in Fig. 5A, eIF2α is phosphorylated in wild type cells upon boron treatment, but not in Δ*gcn2* mutants. Thus, boron leads to phosphorylation of eIF2α in a Gcn2-dependent manner.

**Figure 5:**
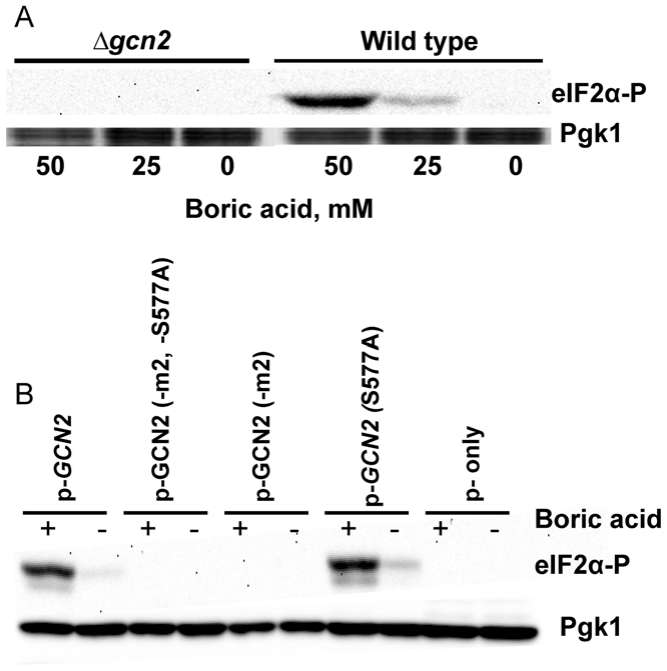
eIF2α is phosphorylated by boron treatment. (A) Wild type and *Δgcn2* cells were grown to logarithmic phase in YPD medium; the cultures were split and treated with 25 mM or 50 mM boric acid for one hour or left untreated. The levels of eIF2α phosphorylation at Ser51 were measured by western blot analysis using an antibody against phospho Ser51 on eIF2α. The membrane was stripped and reprobed with antibodies against yeast phosphoglycerate kinase (Pgk) antibody as an internal control. (B) Effect of boric acid on eIF2α phosphorylation depends on uncharged tRNA binding to an intact HisRS-like domain in Gcn2. The *Δ*gcn2 transformants carrying plasmids for an empty vector (p-only), GCN2 with S577A substitution (p-GCN2-S577A), GCN2 without HisRS domain (p-GCN2-m2), GCN2 without HisRS domain and with S577A substitution (p-GCN2-S577A-m2), and intact GCN2 (p-GCN2) were grown to logarithmic phase in YNB-URA medium and split in half; one of which was treated with 50 mM boric acid for one hour while the other was left untreated. Western blot analyses were performed with cell extracts using an antibody against eIF2α phosphorylated on Ser51. The membrane was stripped and reprobed with antibodies against yeast phosphoglycerate kinase (Pgk) as an internal control.

Apart from its kinase domain, Gcn2 contains a region similar to histidyl-tRNA synthetase (HisRS) which regulates Gcn2 kinase activity by monitoring uncharged tRNA levels in cells [25], [31]. Gcn2 activity can also be regulated by dephosphorylation of Ser577 [21]. To investigate whether Gcn2 activation is the result of uncharged tRNA binding or dephosphorylation of Ser577 in response to boron stress, we transformed Δ*gcn2* mutants with plasmids containing intact and mutated forms of the *GCN2* gene (*GCN2* without m2 domain [32], *GCN2* with S577A substitution [33], or a combination of both). The ability of transformants to phosphorylate eIF2α was investigated in boron-treated cells. As seen in Fig. 5B, eIF2α phoshorylation was unaffected by S577A substitution. However, mutation in the HisRS domain of Gcn2 (GCN2-m2), which abolishes uncharged tRNA binding to Gcn2, prevents eIF2α phosphorylation. Thus, the HisRS-like region is responsible for induction of Gcn2 kinase activity and this finding confirms that boron induces the uncharged tRNA signaling pathway.

### Boron inhibits aminoacylation of tRNAs

To determine whether boron inhibits the aminoacylation of tRNAs, we aminoacylated total calf liver tRNA with either ^3^H-serine or ^3^H-phenylalanine in the presence of various concentrations of neutralized boric acid. We found that boric acid inhibits both tRNA^Ser^ and tRNA^Phe^ formation if there is more than 50 mM boric acid in the reaction (Fig. S2). Thus, boron interferes with aminoacylation steps of the tRNAs and causes uncharged tRNA stress.

## Discussion

The essentiality of boron for plant growth is predominantly due to its presence in cell walls as a structural component of the rhamnogalacturonan II complex [4]. There has been no convincing evidence that boron toxicity is exerted through disruption of any process for which boron is required, notably via its role in cell walls. We recently suggested a potential link between translational control and boron toxicity in yeast based on the observation that mutants which show boron resistance were all lacking genes that play a role in uridine base modifications at the wobble position of tRNAs during translation [19]. Here, we found that the transcriptional activation of *ATR1* is mediated by the transcription factor Gcn4 in response to boron treatment. Further analyses have shown that boron activates the Gcn2 kinase, and leads to phosphorylation of eIF2α and inhibition of protein synthesis. The uncharged tRNA binding site (HisRS domain) of the Gcn2 kinase is required for Gcn2 to phosphorylate eIF2α. The requirement for HisRS-like domain (uncharged tRNA binding region) to phosphorylate eIF2α suggests that the Gcn2 kinase activity is stimulated by uncharged tRNAs. Eventhough, boron impairs the acylation of tRNAs, the mechanism by which boric acid interferes with tRNA acylation should be further investigated. Boric acid is a relatively unreactive compound, however, it can form ester bonds with several metabolites with multiple hydroxyl groups in the cis-configuration [6], [34]. Among such metabolites, one of the most important moieties is the ribose sugar found in ribonucleotides. It is likely that boric acid can bind to RNA species and interfere with the acylation reaction of tRNAs. In opposition to this, a recent study has shown that oxidative stress leads to degradation of tRNAs, mediated by Rny1 nuclease and induction of the Gcn2 kinase [35], [36]. We argue against this possibility since yeast cells lacking the *RNY1* gene still show a wild type level of eIF2α phosphorylation in response to boron treatment (data not shown).

It is also unclear how boron induces the transcription of Gcn4. Many stress and signaling pathways converge on the Gcn4 transcription factor and there are more than a dozen transcription factor binding sites in the *GCN4* promoter region [37]. Thus, further studies are required to identify upstream players in the boron stress response pathway.

Our results suggest a role for GAAC in boron stress response. It is known that several other stress conditions also activate GAAC. Among these stressors, transcriptional response to hydrogen peroxide [30], 3-AT and rapamycin [38] have also been analyzed in Δ*gcn4* cells and their datasets are publicly available. In order to understand whether the cellular response to boron stress is mediated via a unique or a common mechanism, we compared our microarray data to those of hydrogen peroxide, 3-AT and rapamycin treated cells. We also compared expression profiles of Δ*gcn4* mutants exposed to boron and other stress conditions to determine how Gcn4-dependent boron regulon differs from other regulons. We observed that the transcriptional response of wild type cells to boron and other stress conditions is quite different (Fig. S3). The major gene clusters, up- or down-regulated in response to boron treatment, did not show similarity to the patterns observed for 3-AT, rapamycin or hydrogen peroxide treatments. However, it is clear that the expression profiles of 3-AT and rapamycin treated cells share some common patterns. The expression profiles of Δ*gcn4* mutants exposed to boron and other stressors are also different (Fig. S3). This data clearly shows that the Gcn4-dependent boron regulon is different from those of other stress conditions and that boron stress has specific effects on the transcriptome.

Recently, it was shown that amino acid starvation in response to 3-AT treatment leads to repression of genes encoding ribosomal proteins via the transcription factor Gcn4 [39]. 

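The arrays measured 132 genes named RPL or RPS with a number, all well above background in both channels of every array. Many of them have a close paralog, and a probe can bind both copies. On the wild type array 3 of them had a ratio of boric acid over untreated of at least 2, 2 had a ratio of at most 0.5 and 127 lay between. On the array labelled Δgcn4 these numbers were 1, 1 and 130, and on the array labelled Δyap1 1, 2 and 129. The median log2 ratio was -0.17 in wild type, at percentile 0.680 of 10000 random lists of the same size matched on mean signal, whose middle 95% lay between -0.15 and 0.022. It was 0.014, at percentile 79.0, on the array labelled Δgcn4, and -0.13, at percentile 0.845, on the array labelled Δyap1. Normexp with median centring, the alternative that moved the wild type median most, gave -0.062, within the middle 95% of random lists under that setting. The untreated channel of the array labelled Δgcn4 held GCN4 mRNA, so its ratios set treated cells with little GCN4 mRNA against untreated cells with it.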

Our results showed that boron treatment does not change the expression pattern of most of the ribosomal protein genes, and that Gcn4 has no roles in regulating either *RPL* or *RPS* genes in response to boron stress (Table S1).

Overall, our results suggest that the general amino acid control pathway contributes to boron toxicity and transcriptional regulation of *ATR1* in response to boron stress. In this respect, we propose a model, wherein Gcn2 is activated by boron in an uncharged tRNA binding domain-dependent manner, activates Gcn4 and inhibits protein synthesis. Upon activation, Gcn4 induces the transcription of its boron specific target genes, *ATR1*, and many genes under the control of GAAC. Since the Gcn4-specific boron regulon shows differences with the activation of Gcn4 by other stress conditions, we speculate that there are other transcription factors that are involved in boron stress specific gene induction.

## Materials and Methods

### Yeast Growth, Media and Transformation

WT strain BY4741 (*MATa* his3 leu2 met15 ura3) and its isogenic deletion mutants were obtained from the yeast deletion library (Invitrogen). Cells were grown in either YEPD (2% glucose, 1% yeast extract, 2% peptone and 2% agar for solid media) or YNB (yeast nitrogen base) media supplemented with required amino acids and bases. Yeast transformations were performed using the LiAc method [40].

### DNA Microarray Analysis

BY4741 wild type, Δ*yap1*, Δ*gcn4* mutant cells were grown to an optical density of 0.2–0.3 at 600 nm in 200 ml YPD medium, with or without 20 mM boric acid treatment for 1 hour. Cells were then harvested by centrifugation. Total RNA was isolated using the Ambion RiboPure™-Yeast Kit. The Agilent Two-Color Low RNA Input Linear Amplification Kit was used to generate fluorescently labeled cRNA for two-color microarray hybridizations. Fluorescently labeled cRNA molecules were purified from the reaction mixture using the Qiagen RNeasy mini kit. The resulting cRNA samples (825 ng each) were mixed with Agilent Hi-RPM hybridization buffer. Microarray hybridizations were performed using Agilent SureHyb hybridization chambers. The hybridization chambers were loaded onto a rotisserie in an Agilent Hybridization oven and were incubated at 65°C for 17 hours with a rotational speed of 10 rpm. Following incubation, the microarray slides were washed for 1 min each in Gene Expression wash buffer 1 (6×SSPE, 0.005% N-lauroylsarcosine, at room temperature) and Gene Expression Wash Buffer 2 (0.06×SSPE, 0.005% N-lauroylsarcosine, at 31°C) for 1 min each. The microarray slides were briefly dipped in a solution of acetonitrile, dried and scanned in an Agilent Technologies G2505B microarray scanner at 5 µm resolution. Microarray data is MIAME compliant; the raw data has been deposited in the GEO database (Accession number GSE29887).

### Western Blot Analyses

Wild type, and the isogenic *Δgcn2* and *GCN4-MYC* strains were grown to mid-log phase in either YPD or selective YNB-Ura media, with or without boron treatment and equal numbers of cells were harvested by centrifugation for each strain. Cell extracts were resuspended in sample buffer (0.06 M Tris-HCl, pH 6.8, 10% (v/v) glycerol, 2% (w/v) SDS, 5% (v/v) 2-mercaptoethanol, 0.0025% (w/v) bromophenol blue) and heated at 95°C for 5 min. Samples were separated in 5–15% SDS-PAGE and electrotransferred to a PVDF (Sigma) membrane. Primary antibodies against phospho (Ser51) specific eIF2α were acquired from USBiological and anti-c-myc antibody used for detection of *GCN4-MYC* was from Sigma. The blots were stripped and reprobed with monoclonal antibodies specific for yeast phosphoglycerate kinase (Invitrogen) as an internal control. As secondary antibodies, anti-rabbit IgG conjugated to horseradish peroxidase (Sigma) or goat anti mouse IgG conjugated to horseradish peroxidase (Sigma) were used. The membranes were treated with enhanced chemiluminescence system (Bio-Rad) and visualized using the VersaDoc Imaging System (Bio-Rad).

### Metabolic Labeling

BY4741 yeast cells were grown in 200 ml of YNB medium to OD_600_ = 0.5, split to 100 ml aliquots, and one aliquot was treated with 20 mM of boric acid. After 1 hour of incubation, both aliquots were metabolically labeled with 0.5 mCi of EXPRE35S35S Protein Labeling Mix (Perkin-Elmer) for 30 min. Cells were harvested by centrifugation, washed three times with PBS buffer and disrupted with glass beads for 10 min in PBS buffer. The resulting cellular lysates were normalized according to protein concentration and 10 µg of each lysate was subjected to SDS-PAGE. Resolved proteins were transferred onto PVDF membrane. ^35^S-labeled proteins were visualized with a Storm PhosphorImager system (Molecular Dynamics). ImageQuant package was used to quantify the autoradiogram data.

### Polysome Profiling

Density gradient centrifugation system was used in order to separate total RNA based on the molecular weight. In brief, 5% and 70% sucrose solutions [RiboLock™ RNase inhibitor (Fermentas), 100 mM NaCl, 10 mM MgCl_2_, 20 mM HEPES] were prepared and thereafter sucrose gradients were prepared by using ISCO systems. BY4741 cells were grown to an optical density of 0.7–0.9 at 600 nm in 30 ml YPD medium. These cells were either exposed to 50 mM or 100 mM boric acid for 1 hour or not exposed. They were harvested by centrifugation, washed twice with distilled water, and frozen at −80°C. Then, yeast cells were homogenized in 5 ml lysis buffer [100 mM NaCl, 10 mM MgCl_2_, 20 mM HEPES, 40 u/µl RiboLock™ RNase inhibitor (Fermentas), 1% Triton-X 100, 1% sodium deoxycolate (NaDOC), 10 mg/ml cycloheximide (Sigma)] by vortexing with glass beads for 10 min. After ten minutes of incubation on ice, homogenates were centrifuged for 10 min at 12,000 g and 4°C. The supernatants were transferred to 5%–70% (w/v) sucrose gradients and sedimented for 2.5 h, at 27,000 rpm, 4°C, in an SW28 rotor using a Beckman Coulter Optima™ L-XP Ultracentrifuge System. Forty fractions were collected from the top of the gradient by using an ISCO Tris pump while monitoring absorbance at 254 nm with an ISCO UA-6 monitor. The RNP populations were grouped according to their sedimentation rates: mRNP, 40S, monosomes and polyribosome fractions.

### Boron Tolerance Assays

YPD (2% glucose, 2% peptone, 1% yeast extract and 2% agar) or YNB (2% glucose, 0.67% yeast nitrogen base without amino acids and 2% agar) agar plates with different concentrations of boric acid were prepared. Overnight cultures were diluted to an optical density of 0.2 at 600 nm and then serially diluted to 0.02, 0.002, and 0,002. A 5 µl aliquot of each dilution was spotted on plates and incubated for 3 days at 30°C.

### RNA Isolation and Real Time PCR Analyses

Total RNA was isolated from boron-treated and untreated samples using an RNA isolation kit (Invitrogen). Genomic DNA traces were removed by DNAse treatment (Fermentas). Complementary DNA (cDNA) from total mRNA was obtained using the First Strand cDNA Synthesis Kit (Fermentas). The cDNA was used as a template for amplifying a 186 bp fragment for the *ATR1* gene, a 155 bp fragment for the *GCN4* gene and a 103 bp fragment for the internal control *ACT1* gene. Triplicate real-time PCR analyses were performed with the IQ5 real-time PCR system (Bio-Rad) using Fermentas Maxima^TM^ SYBR Green qPCR Master Mix (2X). The primers used for the amplification of *ATR1* were ATR1F (5′-ACGCGTATAGCATAGCCGCTTTCA-3′) and ATR1B (5′-TGTAAGCCTGGTTCCAACCCGATA-3′); the primers used for the amplification of *GCN4* were GCN4F (5′-ATCCAATGGGTTTCTCACCA-3′) and GCN4B (5′- CGAAGGGGTATCCTGTTTGA-3′); and those used for the amplification of *ACT1* were ACT1F (5′-ACGTTCCAGCCTTCTACGTTTCCA-3′) and ACT1B (5′-ACGTGAGTAACACCATCACCGGAA-3′). The conditions of PCR amplification for *ATR1* were as follows: 40 cycles at 94°C for 30 s, 58°C for 30 s and 72 °C for 30 s, and for GCN4: 40 cycles at 94°C for 30 s, 56°C for 30 s, and 72°C for 30 s.

### Cloning of YAP1 and GCN4 Genes

Wild type alleles of *YAP1* and *GCN4* were amplified using High Fidelity Enzyme (Fermentas) from yeast genomic DNA using the following primers: YAP1F (5′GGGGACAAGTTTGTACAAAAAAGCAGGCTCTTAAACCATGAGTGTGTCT-3′) and YAP1B (5′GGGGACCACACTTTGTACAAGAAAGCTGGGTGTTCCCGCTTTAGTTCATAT-3′) for *YAP1*, and GCN4F (5′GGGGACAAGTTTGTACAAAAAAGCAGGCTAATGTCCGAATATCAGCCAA-3′) and GCN4B (5′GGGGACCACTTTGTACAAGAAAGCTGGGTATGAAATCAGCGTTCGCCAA-3′) for *GCN4*. The amplified fragments were first cloned into the pDONR vector using 2 µl BP Clonase^TM^ II enzyme (Invitrogen) with an overnight incubation at 25°C and then moved to LR clonase reaction. This reaction was performed with 2 µl of isolated entry clones, 1.5 µl pAG423GPD expression vector, 3 µl TE buffer and 2 µl LR Clonase^TM^ II enzyme mixture (Invitrogen). Isolated plasmids were verified by sequence analyses, and then yeast cells were transformed with the empty vector or with a gene expression construct, and selected for histidine prototrophy. Plasmids with Gcn2 (p4384, flag epitope-tagged form of *GCN2*; p4055, nonphosphorylatable S577-Alanine mutation; p4056, substitutions in the m2 motif of the HisRS-like domain; p4057, with substitutions both in the m2 motif and the S577A motif) were obtained from Alan Hinnebusch (NIH).

### β-galactosidase activity assays

Wild type cells were transformed with the p180 plasmid which carries the GCN4-lacZ gene [41]. Overnight cultures of wild type cells in 25 ml of YNB-URA were diluted to 0.1 at OD_600_. After 2 hours incubation, cultures were split into two flasks with or without 50 mM boric acid. After 1 hour growth in the presence of boron, 100 µl of cell solution, at an optical density between 0.2 and 0.6 at 600 nm, was taken and homogenized in 400 µl of Z-buffer [60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl, 1 mM MgSO_4_, 50 mM β-mercaptoethanol and 0.2% N-lauryl sarcosine]. After 30 min preincubation at 30°C, 150 µl of Z-buffer with 4 mg/ml, ONPG (o-nitrophenyl-β-D-galactopyranoside) (FlukaBioChemika) was added to the suspensions and the resulting solutions were incubated at 30°C for one hour. The reaction was stopped by adding 400 µl 1.5 M Na_2_CO_3_. After centrifugation for 1 min, supernatants were taken and their absorbance assayed at 420 nm [42]. The obtained absorbance values were normalized according to the OD values of cells.

### Aminoacylation of tRNAs in boric acid

Total calf liver tRNA (Sigma) was aminoacylated under limiting tRNA conditions with either ^3^H-serine (Moravek Biochemicals, specific activity 20 Ci/mmol) or ^3^H-phenylalanine (GE Healthcare, specific activity 123 Ci/mmol) and 19 unlabelled amino acids in the presence of rabbit reticulocyte synthetases as described [43] and various concentrations of boric acid (Sigma).

## Supporting Information

Figure S1 **Growth rates of cells transfromed with GCN4 or YAP1 plasmids.**
(TIFF) Click here for additional data file.

Figure S2 **Inhibition of aminoacylation of tRNAs by boric acid.**
(TIF) Click here for additional data file.

Figure S3 **Gcn4 regulates different sets of genes in response to various stress conditions.** Comparison of genomic expression profiles in response to boric acid, rapamycin, 3-AT and H2O2 in wild type and *gcn4Δ* cells using publicly available datasets [38].
(TIF) Click here for additional data file.

Table S1 **Gene expression profiles of WT, gcn4- and yap1- cells in response to 20 mM boric (1 h treatment).**
(XLS) Click here for additional data file.

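Table S1 lists for each gene the 7 ratios of its spots on each array and their average. The first 1169 of its 6256 rows were read here. In all 3507 averages of these rows, the value was within 1% of the arithmetic mean of the linear ratios of all spots computed from the deposited log10 ratios, with a largest difference of 0.559%. The ratios are red over green, that is boric acid over untreated, and a value above 1 means a higher level after boric acid.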

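The copy of Table S2 read here holds 397 genes, 279 with a wild type ratio of at least 2 and 118 with a wild type ratio of at most 0.5, each beside its ratio on the array labelled Δgcn4. Of the 279 genes that passed 2-fold upward when computed from the deposited values without outlier spots, 77.8% were well above background in both channels.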

Table S2 **Genes whose expression changed more than 2-fold in response to boron stress in wild type cells.**
(XLS) Click here for additional data file.

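The copy of Table S3 read here holds 281 genes, 148 with a ratio of at least 2 and 133 with a ratio of at most 0.5 on the array labelled Δgcn4. Computed from the deposited values, 56.7% of the 150 genes up on that array and 97.7% of the 133 genes down on it were well above background in both channels. The largest ratio in the table is that of MRX10 (YDR282C), 18.5 ± 3.03 (SD over 7 spots) here, and the smallest is that of GCN4, 0.00918 ± 0.000255. The first rests on an untreated signal of 34.6, and the other on an untreated channel that held GCN4 mRNA although it is labelled Δgcn4.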

Table S3 **Genes whose expression changed more than 2-fold in gcn4Δ cells in response to boron.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

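Gene expression was measured on 2-colour oligonucleotide arrays in wild type, Δgcn4 and Δyap1 cells at optical densities between 0.2 and 0.3, with 1 array per strain, all on 1 slide. Each array carried RNA of untreated cells in the green channel (Cy3) and RNA of cells treated with 20 mM boric acid for 1 h in the red channel (Cy5).

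The authors deposited the output of Feature Extraction 10.5.1.1 for each array. In it the log ratio of each spot is a log10 value of red over green, after detrending, surrogate values for signals at background, and linear and lowess dye normalization. The deposited p-value of each spot comes from the error model of the software, and no replicate enters it. The processed signals that the authors deposited are intensities, after background subtraction and dye normalization. The deposited value table of the series holds log10 values of red over green for each spot that were the same as the log ratios of the software, with a largest difference of 0.

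Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 gave the alternatives with other background corrections and the single channels. Spots with a non-uniformity or population outlier flag were left out, the linear ratios of the remaining spots of a gene were averaged, and the SD was taken over spots. A gene was called up at a ratio of at least 2 and down at a ratio of at most 0.500, and well above background in a channel when more than 50% of its used spots carried the software's flag for it. Where a channel was not above background only a bound or a direction was given. The local background had a median of 21 in the green and 60 in the red channel of the wild type array.

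Single channels were compared between arrays after normexp with an offset of 50, loess within arrays and Aquantile between arrays. A list of genes was compared with 10000 random lists of the same size drawn from 20 bins of mean signal. Lists were the genes read from Fig. 1A and 1B, genes whose annotation in the files names the biosynthesis of an amino acid, genes named RPL or RPS, Yap1 targets, general stress genes and genes of tRNA synthetases. No test across samples was made, because each strain has 1 array, and counts and percentiles are descriptions of single arrays.

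Genes were named by a rule: those the paper's text or Fig. 1 names, the 5 with the largest and the 5 with the smallest ratio on the wild type array, and on each other array the 5 with the largest fall and the 5 with the largest rise against wild type, among genes well above background in both channels of the arrays compared. An item that meets this rule is not reported here. 5756 of 6256 genes on the arrays matched a gene of the R64 annotation by name, which served for names and neighbours. The array design is older than R64, so no coordinates were given.

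The steps were tested on simulated data. With 200 of 6256 genes changed by 1.50 on the log2 scale, 99.5% were recovered and 2 unchanged genes passed 2-fold. With normexp and loess 86.5% were recovered and 0 unchanged genes passed. The simulation for that setting put a floor under the signals and used a constant background. It therefore does not test the dimmest probes, on which the real counts depended. The alternatives were normexp with loess, no background subtraction with loess, normexp with median centring, the mean of log ratios, the median of spots, outlier spots kept, filters on background in 1 or both channels, the value table of the series, and for single channels quantile normalization and scaling of processed signals to the 75th percentile. The PCR, western blot, reporter, polysome and tRNA experiments, and the comparison with other stress conditions, were not analysed here.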

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

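The tests on GCN4, on MRX10, on GCN2 and on the genes with opposite directions were chosen only after the results were seen, while the tests on the channels and on dim probes for the amino acid biosynthesis genes were set before.

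The processed signal of GCN4 in the untreated channel of the array labelled Δgcn4, 34399, calls for a closer look because the paper does not report on single channels and the signal stood above that of both untreated channels from the other strains, 22676 and 22079. After loess and Aquantile the GCN4 level of this channel was 1.85-fold that of the untreated wild type channel. The boric acid channel of the same array had 0.891% of the wild type signal, which argues against a probe that also binds another transcript at that level. An exchange of the channels would make genes that fall with boric acid rise on this array, but the 86 genes down at least 2-fold on both other arrays had a median log2 ratio of -1.15 on it and all 86 were below 1. A small share of RNA with GCN4 mixed into the untreated channel is argued against by the level itself, 185% of that of wild type. A mislabelled untreated sample stays open. The level lay above that of the untreated wild type channel by more than the SD over spots, while that of the untreated Δyap1 channel was 0.979-fold. With 1 array per strain the spread of this level between cultures is not known, so the 1.85-fold level does not decide the source. GCN4 alone does not tell RNA of the wild type from RNA of another strain that carries GCN4. The low MRX10 signal, given next, sets this channel apart from the untreated wild type channel. Whether the label was wrong in the culture, the RNA or the labelling reaction was not tested. No biological explanation was tested, since the design names the same strain for both channels.

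MRX10 (YDR282C) had a ratio of 18.5 on the array labelled Δgcn4, 0.990 on the wild type array and 1.03 on the array labelled Δyap1, and the paper does not discuss this gene. Its processed signal in the untreated channel was 34.6 on the array labelled Δgcn4 against 743 on the wild type array, while the boric acid channels had 625 and 736. The untreated signal had an SD of 6.36 over the 7 spots, and failed spots were not tested apart from this. RNA from a strain that lacks MRX10 could give such a signal. The value, 4.65% of that of wild type, was still well above background in each spot, unlike YAP1 on the array labelled Δyap1. This flag does not decide the question. GCN4 in the boric acid channel of the same array, at 0.891% of the wild type signal, was also well above background in each of its 7 spots. A strain that lacks MRX10 and one that expresses little of it cannot be told apart from 1 channel. In the R64 annotation MRX10 lies between PHM6 and GCN2. The sample descriptions also mention gcn2Δ cells, and no array analysed here carries that label. RNA from a strain that lacks GCN2 is argued against, because GCN2 had an untreated signal of 1046 on the array labelled Δgcn4 against 1605 on the wild type array, 65.2% of it. Which strain the untreated RNA came from stays open. The present GCN4 mRNA sets this untreated channel apart from its label, and the low MRX10 signal sets it apart from the untreated wild type channel.

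On the wild type array 18 genes were up at least 2-fold that were down at least 2-fold on the array labelled Δgcn4, a difference between the strains that was not tested because each strain has 1 array. They include ADH5, ALD5, ARG1, ARG3, ARG4, ARO5, ASN1, ATG41, GGC1, HIS1, HIS4, ICY1, LYS20, PCL5, RTC2, RTS3 and YHI9. All 18 were well above background in both channels of the wild type array and of the array labelled Δgcn4. All 18 were up at least 2-fold on the array labelled Δyap1. A low level in the untreated wild type channel alone is argued against by the boric acid channel of the array labelled Δgcn4, whose median over these genes was -3.12 on the log2 scale relative to wild type. In the untreated channel the median was 0.50, and 17 genes were higher there than in wild type. A ratio below 1 may therefore arise from both channels, a boric acid channel with little GCN4 mRNA and an untreated channel with 1.85-fold the GCN4 level of wild type, and the data do not give the ratio of treated over untreated Δgcn4 cells.

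The lower ratio of the amino acid biosynthesis genes on the array labelled Δgcn4 bears on the same point. A higher untreated channel as the only cause is argued against by the boric acid channel, in which the genes of Fig. 1B had a median of -1.68 relative to wild type. Surrogate signals and dim probes are argued against because the annotated genes well above background in both channels of both arrays still had a median difference of -1.38 between the arrays. A dependence of these genes on Gcn4 is a candidate explanation from the boric acid channels. The untreated channel of 1.85-fold GCN4 level keeps open how much of the low ratio belongs to boric acid and how much to a difference between strains that was there without it, and other differences between the cultures, with 1 array each, were not tested.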

How the results depend on the processing

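The test of the lists against random lists under each alternative was chosen only after the results were seen, while each alternative was set before the data were examined.

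Of the 41 list medians, gene ratios and counts recomputed under each of the processing alternatives, no called value changed sign, a called value being a log2 ratio of at least 1 in size or a list outside the middle 95% of random lists. The mean of log ratios, keeping outlier spots and the value table of the series moved none of the 41 by more than the spread over spots, or a count by more than 1.5 times. The log2 ratio of ATR1 stayed between 1.78 and 1.82 on the wild type array, between -0.21 and -0.10 on the array labelled Δgcn4 and between 1.79 and 1.87 on the array labelled Δyap1. Of the transporters up on the wild type array, 9 to 10 were below 2-fold on the array labelled Δgcn4, and of the genes of Fig. 1B 36 to 37. The 8 channel medians kept their signs under quantile normalization between arrays and under processed signals scaled to the 75th percentile. They moved by less than the spread between spots of a typical single gene, which is a wide limit for a list median. With the scaled signals, the untreated median of the transporters on the array labelled Δgcn4 went from 0.11 to 0.052. That of the Yap1 targets on the array labelled Δyap1 went from -0.45 to -0.60. Among ratios of single named genes, 26 of 2718 recomputed values, from 13 of 302 ratios, had the other sign, and none of these ratios was larger than 0.35 on the log2 scale. Among the other results 3 values of 2 had the other sign, GCN1 and the Yap1 targets on the wild type array, from sizes of at most 0.074.

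Against random lists drawn under the same setting, the ribosomal protein genes came within the middle 95% with median centring, at percentile 9.77 on the wild type array and 3.12 on the array labelled Δyap1. The Yap1 targets came within it on the array labelled Δgcn4 with normexp and loess (2.72) and without background subtraction (3.51), and on the array labelled Δyap1 with these (97.4 and 97.3), median centring (96.0) and the filter on 1 channel (97.2). These calls depend on the processing, and those of the other lists did not change.

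The values that moved by more than the spread over spots, or counts by more than 1.5 times, follow by setting, with the transporters and the biosynthesis genes being those that Fig. 1 names. Normexp with loess on the wild type array gave log2 ratios of 0.74 for GCN4, 0.025 for GCN1, 0.22 for GCN3 and -0.22 for GCN20 and medians of 0.74 for the transporters, 1.65 for the biosynthesis genes, 1.07 for the annotated genes, -0.086 for ribosomal protein genes, -0.046 for Yap1 targets, 0.28 for stress genes and -0.059 for tRNA synthetases. It gave 183 genes up in place of 279 and 68 genes down in place of 119 there. The same setting on the array labelled Δgcn4 gave a log2 ratio of -6.65 for GCN4 and medians of 0.093 for the transporters, -0.13 for Yap1 targets, 0.047 for stress genes and -0.20 for tRNA synthetases. It gave 44 genes up in place of 150 there. This setting on the array labelled Δyap1 gave a log2 ratio of 0.80 for GCN4 and medians of 1.62 for the biosynthesis genes, 1.10 for the annotated genes, -0.077 for ribosomal protein genes, 0.21 for Yap1 targets, 0.10 for stress genes and -0.050 for tRNA synthetases. It gave 166 genes up in place of 265, 82 genes down in place of 139 and 32 of the genes induced in wild type below 2-fold in place of 55 there. Loess without background subtraction on the wild type array gave log2 ratios of 1.81 for ATR1, 0.74 for GCN4, 0.025 for GCN1, 0.22 for GCN3 and -0.22 for GCN20 and medians of 1.67 for the biosynthesis genes, 1.07 for the annotated genes, -0.087 for ribosomal protein genes, -0.054 for Yap1 targets, 0.28 for stress genes and -0.060 for tRNA synthetases. Without background subtraction, loess on the array labelled Δgcn4 gave a log2 ratio of -6.68 for GCN4 and medians of -0.52 for the biosynthesis genes, -0.38 for the annotated genes, 0.048 for stress genes and -0.20 for tRNA synthetases. It gave 54 genes up in place of 150 there. Loess on unsubtracted signals on the array labelled Δyap1 gave a log2 ratio of 0.80 for GCN4 and medians of 1.63 for the biosynthesis genes, 1.10 for the annotated genes, -0.077 for ribosomal protein genes, 0.19 for Yap1 targets, 0.10 for stress genes and -0.052 for tRNA synthetases. It gave 90 genes down in place of 139 there. Normexp with median centring on the wild type array gave log2 ratios of 1.82 for ATR1, 0.72 for GCN4, -0.054 for GCN1, -0.19 for GCN2, 0.16 for GCN3 and -0.30 for GCN20 and medians of 0.80 for the transporters, 1.65 for the biosynthesis genes, 1.05 for the annotated genes, -0.062 for ribosomal protein genes, 0.0061 for Yap1 targets, 0.32 for stress genes and -0.044 for tRNA synthetases. Median centring on the array labelled Δgcn4 gave log2 ratios of -0.10 for ATR1 and -6.61 for GCN4 and medians of -0.55 for the biosynthesis genes, -0.35 for the annotated genes, 0.048 for ribosomal protein genes and -0.14 for tRNA synthetases. It gave 48 genes up in place of 150 and 203 genes down in place of 133 there. Centring on the median on the array labelled Δyap1 gave log2 ratios of 1.87 for ATR1 and 0.80 for GCN4 and medians of 0.92 for the transporters, -0.042 for ribosomal protein genes, 0.11 for stress genes and -0.0039 for tRNA synthetases. It gave 219 genes down in place of 139 there. The median of spots on the array labelled Δgcn4 gave a median of -0.35 for the annotated genes. The filter on background in 1 channel on the wild type array gave a median of 1.06 for the annotated genes. That filter on the array labelled Δyap1 gave a median of 1.12 for the annotated genes. The filter on both channels on the wild type array gave a median of 1.06 for the annotated genes. The filter on both channels on the array labelled Δgcn4 gave 85 genes up in place of 150. The stricter filter on the array labelled Δyap1 gave a median of 1.12 for the annotated genes. Except for the counts below, the cause was not tested.

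The numbers of genes past 2-fold depended on the background correction. With normexp and loess 183 genes were up on the wild type array in place of 279, and 180 of them were among the 279. The 99 genes lost with this setting had a median untreated signal of 7.79 against 1324 for those that stayed, and 62 of them were not well above background in the untreated channel. The share of genes past 2-fold that were up on the array labelled Δgcn4 was 53.0% and fell to 29.5% with normexp and loess, 32.5% without background subtraction, 19.1% with median centring and 39.5% among genes well above background in both channels. For the array labelled Δyap1 it was 65.6% and went to 44.8% with median centring. The share on that array was 66.9% with normexp and loess and 66.5% without background subtraction. Among genes well above background in both channels it was 60.7% there. So the balance of up and down on the array labelled Δgcn4 rests in part on genes that were not well above background in both channels.

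The slide or scan could not be used as a block because all arrays lay on 1 slide and were scanned together. Leaving out each array in turn was not possible, since each strain has 1. No paired test within a strain was possible for the same reason, and the arrays were not taken as replicates of each other because they differ in strain. Signal over background limits every gene outside the 5871 that were well above background in both channels of the wild type array, since a ratio gives a direction and no size where 1 channel is not well above background, and neither where both are not.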

Differences from the paper's values

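No test in this part was chosen after the results were seen.

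Of the paper's values that were compared, which are those given in this paragraph, none differed by more than the limits set before the data were examined. The values per gene of Tables S2 and S3 were not compared. The paper's 280 genes up and 118 down in wild type cells compare with 279 and 119 here, and keeping the outlier spots gave 280 and 118. Normexp with loess, at 183 and 68, lay more than 1.5 times away. The paper's Table S3 lists 148 genes up and 133 down on the array labelled Δgcn4 against 150 and 133 here, and 149 and 133 with the outlier spots kept. Its genes up were more than 1.5 times the 44, 54, 48 and 85 genes found with normexp and loess, without background subtraction, with median centring, and with the filter on both channels, and median centring gave 203 genes down. The paper's GCN4 ratio of 1.5 and p-value of 2.8 in units of 0.001 compare with 1.56 and 2.77, the p-value being the mean over spots of the scanner's value. The averages of Table S1 for ATR1, GCN4, GCN1, GCN2, GCN3 and GCN20 on each array lay within the SD over spots of the values here.

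The paper states that the lack of YAP1 left the expression of the genes of Fig. 1A and 1B as it was. Over the whole lists, 29 of 32 transporters and 38 of 44 amino acid biosynthesis genes had a ratio on the array labelled Δyap1 within 1.5 times that on the wild type array, so the tally goes with the statement for the ratios. The exceptions include AGP1, ARG1, ARG3 and ARG4 with a higher ratio and FUI1, HXT4, SER3 and MET6 with a lower one. By PCR, at a higher dose of boric acid, the paper also reports that the lack of YAP1 lowered the rise of ATR1 in part. The array ratios of ATR1 did not show this. The level of ATR1, apart from its ratio, was 0.464 of that of wild type in the untreated and 0.462 in the boric acid channel. Of the 32 transporters, 23 had a lower level than in wild type in the untreated and 24 in the boric acid channel.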

Other observations

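The tests on the scaling of the Yap1 targets were chosen only after the results were seen, and the tests of the gene lists were set before.

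Own hypotheses on 3 gene lists were tested, and none met the rule set for it. The rule could return support or no decision, but no rejection. The first held that boric acid raises Yap1 targets through Yap1. The list has 24 genes on the arrays, and it holds ATR1, which Fig. 1A also shows, while the names AAD16 and HBN1 are not on the arrays. Its median log2 ratio was -0.074 on the wild type array, at percentile 35.6 of random lists, -0.22 at percentile 0.400 on the array labelled Δgcn4 and 0.16 at percentile 97.6 on the array labelled Δyap1. As a set the list did not rise in wild type, and its median was higher on the array labelled Δyap1, the opposite of what the hypothesis held. Genes of the list went both ways in wild type, so the median does not decide whether some of them respond. The next held that boric acid raises general stress genes without Gcn4. The 30 genes, of which ALD3 is also in Fig. 1B, had a median of 0.23 at percentile 99.9 on the wild type array, 0.080 at percentile 79.8 on the array labelled Δgcn4 and 0.088 at percentile 92.9 on the array labelled Δyap1. The last held that tRNA synthetase genes respond. Their median over 32 genes was -0.11 at percentile 24.7 on the wild type array, -0.18 at percentile 0.650 on the array labelled Δgcn4 and -0.081 at percentile 30.1 on the array labelled Δyap1. On the wild type array the stress genes thus stood above the middle 95% of random lists, and on the array labelled Δgcn4 the tRNA synthetases and the Yap1 targets stood below it. On the array labelled Δyap1 the Yap1 targets stood above it by a small margin, although YAP1 was missing there. A rise of the stress genes without Gcn4 and its lack cannot be told apart, because on the array labelled Δgcn4 17 of the 30 had a ratio above 1 and the untreated channel held GCN4 mRNA. A response of the tRNA synthetases in wild type and its lack cannot be told apart either, with 11 of the 32 above 1.

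The Yap1 targets were lower in both channels of the array labelled Δyap1 than of the wild type array, with a median of -0.45 in the untreated and -0.37 in the boric acid channel, and 23 of 24 were lower in each. Scaling between arrays is argued against as the cause, since the highest median over 3 scalings and both channels was -0.37. A dependence of their level on Yap1 with or without boric acid may remain as an explanation, and differences between the cultures were not tested.

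The largest falls of the log2 ratio from the wild type array to the array labelled Δyap1 were those of FMP48 (-2.35), HAP4 (-1.67), MIG2 (-1.62), YKR075C (-1.62) and ISF1 (-1.56), and the largest rises those of ATG41 (2.16), ARO5 (1.46), ADH5 (1.25), IZH4 (1.24) and ARG1 (1.22), among genes well above background in both channels of both arrays. MIN4, chosen after its values were seen, lies beside YAP1 in the R64 annotation and had processed signals of 377 and 498 in the untreated and boric acid channels of the array labelled Δyap1 against 39.3 and 45.3 on the wild type array. HIS3, LEU2, URA3 and MET17, also chosen after their values were seen, were not well above background in any channel of any array. Across the arrays 77 genes were up at least 2-fold on all of them, 34 of which were well above background in every channel, and 53 genes were down on all of them.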
